A study of Mus musculus with 3 samples. Its data were reported in "Aberrant androgen action in prostatic progenitor cells induces oncogenesis and tumor development through IGF1 and Wnt axes" (2022).

How the data were processed

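Droplet single cell RNA-seq was done on 3 mouse samples, 1 library for each group, after dissociation with collagenase and TrypLE. Sample labels and the study's methods name different versions of the 3' reagent kit. According to its methods, the study counted UMIs with Cell Ranger on the mm10 genome with added transgene sequences, mGFP among them, filtered empty droplets, multiplets and cells rich in mitochondrial RNA, and analysed the rest in Seurat. No treatment of free RNA (RNA from broken cells that enters every droplet) is stated there.

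Although the table is named as counts, the values deposited by the authors are on a natural log scale, from 0 to 7.94. They fit the natural log of 1 plus 10000 times a gene's UMIs over the cell's total UMIs. Within each cell the lowest value above 0 was taken as 1 UMI and the size of 1 UMI was then refined over the larger values, which gives the cell's total as well. All 11121287 values above 0 were whole UMIs within a tolerance of 0.05, with a largest distance of 2.09e-06. The design had foreseen raw counts, or means of deposited values in their absence. Summed UMIs recovered in this way were used for rates, and the deposited values for clustering and means. No test across genes and no p-value was computed.

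The table had 9784 gene rows and 14573 cell columns. Its rows ended on chromosome 8 in a row filled for 7365 cells and empty for 7208, so the table was held only in part. That row, and 2 rows that shared 1 name in the form of a date, were left out, which kept 9781 rows. Date names were on 13 rows in all. A symbol or synonym in the RefSeq gene table for GRCm38.p6 (the assembly of mm10), from which positions are given, was found for 9274 rows (94.8%). The reference genome sequence at hand was of another build and was not used. Mitochondrial genes have no row, so the mitochondrial filter was not repeated. Cell totals cover UMIs of genes outside the rows too, because the authors' scaling carries them.

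Column names are barcodes ending in 1, 2 or 3. As no label gives a key to these endings, the columns were treated as pooled and the endings as barcode sets, with no comparison between ages and no mean or SD across sets. Cells with fewer than 200 genes among the rows were left out, which removed 97 cells of set 3 and 0 of sets 1 and 2.

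Clustering followed the steps the study states, in Seurat 5.3.0 (R 4.3.3, Matrix 1.6.5). The sets were integrated over 20 dimensions on 2000 features, scores from 27 S phase and 33 G2M phase genes were regressed out, 30 principal components were computed, and clusters were found at resolution 0.5. The design had named 5 genes to leave out of the features. Here the 9 genes of the fixed list with a row and *EGFP* were left out. Classes came from marker lists fixed before the data were examined, while the scoring of clusters was set after clustering. A cluster carried a marker when at least 10% of its cells had a UMI and its rate was at least 2 times that of the median cluster, taken as at least 1 UMI per 1000000. A cluster was named when exactly 1 class had at least 3 carried markers and no other class had more of its markers among the 10 genes with the highest fold over the other cells (5 per 1000000 added to both rates). Basal markers have no row, so epithelial lists were joined as epithelium-like, and only 2 smooth muscle markers have a row. Unnamed clusters stayed in the denominators. Scrublet in scanpy 1.11.5, run per set, put 3 cells of set 1 and 0 of sets 2 and 3 over its automatic threshold. The study's methods state that multiplets were filtered, no cell was removed, and removal by rank of the score was an alternative.

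Rates are CPM, the summed UMIs of a gene per 1000000 UMIs of all genes, with exact 95% Poisson intervals. Shares have exact (Clopper-Pearson) 95% binomial intervals and log2 ratios have exact intervals from the binomial split of both sums, all for counting error only. In ratios a sum of 0 to 2 UMIs was set to 3. For a share of 0, the share that 3 cells would make is given. Cells were thinned without replacement to 900 UMIs, the lowest 10th percentile of the sets rounded down, or to 1200 as an alternative, and shallower cells were left out.

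Genes named were taken from the fixed list and the fixed marker lists. Some genes of the fixed list, and the correlations planned between genes, are not reported here. *EGFP* and the early response genes were chosen after the table was seen, and *Dcn* was singled out among the markers after its values were seen. The rule for genes with the largest change between ages was not applied, since it needs cells assigned to ages.

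The steps were tested on simulated data. For each set, 600 cells over 9781 genes were drawn from the mean profile with totals drawn from that set, in 2 groups of equal size that differed 4-fold up or down in 200 genes, and logged like the table. UMIs and totals came back exactly for 100% of values and cells. Among changed genes with at least 3 UMIs in both groups, the 95% interval held the true log2 ratio for 94.0% of 200 genes in set 1, 97.1% of 174 in set 2 and 97.1% of 171 in set 3. For unchanged genes it did so for 96.3% of 8096, 97.2% of 5828 and 96.9% of 5923. All simulated cells of a group shared 1 profile. The coverage therefore holds for counting error only and says nothing on variation between cells of a class. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

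Alternatives were another resolution, no integration, other minimums of genes per cell, removal of high doublet scores, classes from single cells, unnamed clusters left out, thinning, other averages and scalings, single epithelium-like clusters, and the mitotic fibroblast-like cluster left out.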

Results

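Single cell RNA-seq libraries were prepared from 3 mouse tissues labelled normal, with 1 library per group. The tissues were male urogenital sinus (UGS, the embryonic tissue from which the prostate buds) at E18.5, and prostate at P14 and at P35. All cells sat in 1 table of 14573 columns, whose barcodes ended in 1, 2 or 3. These endings define the barcode sets 1, 2 and 3 below. No label ties an ending to a tissue, so the sets were not assigned to ages, values are given for each set side by side, and no comparison between ages was made. There were no replicates, and every 95% interval below covers counting error only.

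Set 1 had 766 cells with a median of 19357 unique molecular identifiers (UMIs, each standing for 1 captured mRNA molecule) per cell. Set 2 had 5350 cells with a median of 1738, and set 3 had 8457 cells with a median of 1788. Total UMIs were 20511786, 15929745 and 27444044. The gene rows used here ran over chromosomes 1 to 7, 10 and X and part of chromosome 8, and held 52.7%, 50.4% and 49.4% of those UMIs. *Osr1*, *Ly6a*, *Psca*, *Krt5*, *Krt8*, *Pbsn*, *Trp63* and other genes of the list fixed before the data were examined have no row there and were not analysed here. The questions on *Osr1* in epithelium and mesenchyme, and on its relation to progenitor markers, were therefore not addressed.

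To separate epithelial from stromal cells, the 14476 cells with at least 200 genes were clustered together, giving 13 clusters. Epithelium-like cells (clusters 1, 4 and 10) made up 19.8% of the kept cells of set 1 (152 of 766, exact 95% interval 17.1 to 22.8), 27.0% of set 2 (1446 of 5350, 25.8 to 28.2) and 33.4% of set 3 (2792 of 8360, 32.4 to 34.4). Fibroblast-like cells (clusters 2, 3 and 9) made up 48.3% (44.7 to 51.9), 33.7% (32.5 to 35.02) and 31.9% (30.9 to 32.9). Mitotic genes such as *Cenpf* and *Ube2c* led cluster 9, which had 191 cells. Endothelium-like cells made up 4.96%, 1.79% and 2.37%, and leukocyte-like cells 4.96%, 0.467% and 2.12%. Glia-like and pericyte-like cells each stayed below 4% of every set. Clusters 0, 6 and 12 were left unnamed and held 17.9%, 32.9% and 25.8% of the cells. The largest of them, cluster 0, was led by the muscle genes *Actg2*, *Tpm2*, *Myl9* and *Des*, but only 2 of the fixed smooth muscle markers have a row. The epithelium-like share moved most when at least 1000 genes per cell were required, to 70.5% in set 2 and 83.7% in set 3. The fibroblast-like share was 7.62% and 0.988% in these sets under the same requirement, and 0.914% in set 1 without integration, where 480 cells of that set formed a cluster that was left unnamed. That cluster carried the fibroblast markers *Col1a2*, *Col3a1*, *Dcn*, *Lum* and *Pdgfra*. Its 10 leading genes held the erythroid marker *Hbb-bs* and no fibroblast marker, so the naming rule left it out. The share of 0.914% therefore does not show a loss of fibroblast-like cells.

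**Figure D1:**
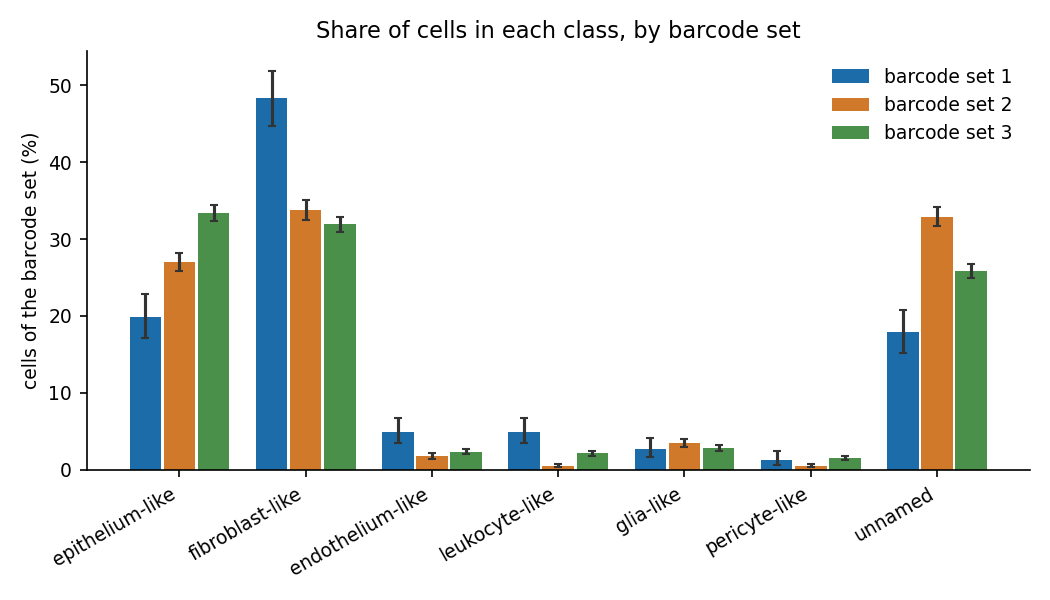
Percent of the kept cells of each barcode set (vertical axis) in each class (horizontal axis), with bars in 1 colour per set and exact 95% binomial intervals as error bars. Epithelium-like cells stood at 19.8%, 27.0% and 33.4% in sets 1, 2 and 3.

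The study pairs *Osr1* with markers of prostatic stem and progenitor cells, of which *Itga6* (chromosome 2, 71786886 to 71858427, GRCm38.p6) is reported. *Itga6* was higher in epithelium-like than in fibroblast-like cells in each set. Its rate was 61.6 CPM (UMIs of the gene per 1000000 UMIs of all genes; 454 UMIs, 95% Poisson interval 56.1 to 67.6 CPM) against 6.44 (4.73 to 8.57) in set 1, 355 (342 to 368) against 36.9 (30.3 to 44.5) in set 2 and 333 (324 to 342) against 12.03 (8.84 to 16.0) in set 3. The log2 ratios of epithelium-like over fibroblast-like cells were 3.26 (2.82 to 3.72), 3.27 (2.99 to 3.56) and 4.79 (4.38 to 5.24). Classing cells from the UMIs of 4 genes in place of clusters moved these ratios most, to 1.71, 2.07 and 2.66. On the scale of the deposited values, the mean was 0.388, 1.18 and 1.14 in epithelium-like cells and 0.0399, 0.0985 and 0.0242 in fibroblast-like cells.

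Endothelium-like cells carried *Itga6* as well, at 170.0, 229 and 439 CPM, and leukocyte-like cells stood at 45.9 (28.7 to 69.5), 195 (112 to 317) and 58.1 (37.2 to 86.4) CPM. Glia-like cells stood at 175 (143 to 213), 182 (134 to 242) and 174 (129 to 230) CPM. The glia-like rate lay above the epithelium-like rate in set 1 and below it in sets 2 and 3. The unnamed cluster 0 stood at 7.92 (4.22 to 13.5), 15.8 (11.7 to 21.0) and 2.23 (0.962 to 4.39) CPM. The epithelium-like rate lay above the leukocyte-like rate beyond counting error in sets 2 and 3 and inside its interval in set 1. The epithelial gene *Cldn4* stood at 4.17, 561 and 162 CPM in leukocyte-like cells, against 1661, 1070 and 1356 in epithelium-like cells. No class was taken as background for *Itga6*, and its level of free RNA is not known. An *Itga6* UMI was found in 74.3% of epithelium-like cells of set 1 (median 40707 UMIs per cell), 69.7% in set 2 (median 4099) and 67.3% in set 3 (median 3560.5). In fibroblast-like cells the shares were 8.38%, 5.15% and 1.16%, at medians of 15806, 1298 and 1336 UMIs, in leukocyte-like cells they were 31.6%, 32.0% and 5.08%, at medians of 10313, 2027 and 2003, and in cluster 0 they were 11.1%, 2.37% and 0.408%, at medians of 17118, 1574 and 1608.5. After thinning every cell to 900 UMIs, which left out 7, 342 and 693 cells of the sets, the epithelium-like shares were 4.64% (1.88 to 9.32), 27.1% (24.9 to 29.5) and 27.9% (26.2 to 29.6). The thinned shares were 2.63% (0.0666 to 13.8), 13.0% (2.78 to 33.6) and 2.38% (0.652 to 5.98) in leukocyte-like cells and 2.53% (0.308 to 8.85), 1.03% (0.590 to 1.67) and 0.161% (0.0333 to 0.470) in cluster 0. A difference in shares between epithelium-like and leukocyte-like cells was not detectable at this depth in sets 1 and 2. Fibroblast-like shares after thinning were 0.543% (0.0659 to 1.95), 2.68% (1.95 to 3.59) and 0.567% (0.302 to 0.968).

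**Figure D2:**
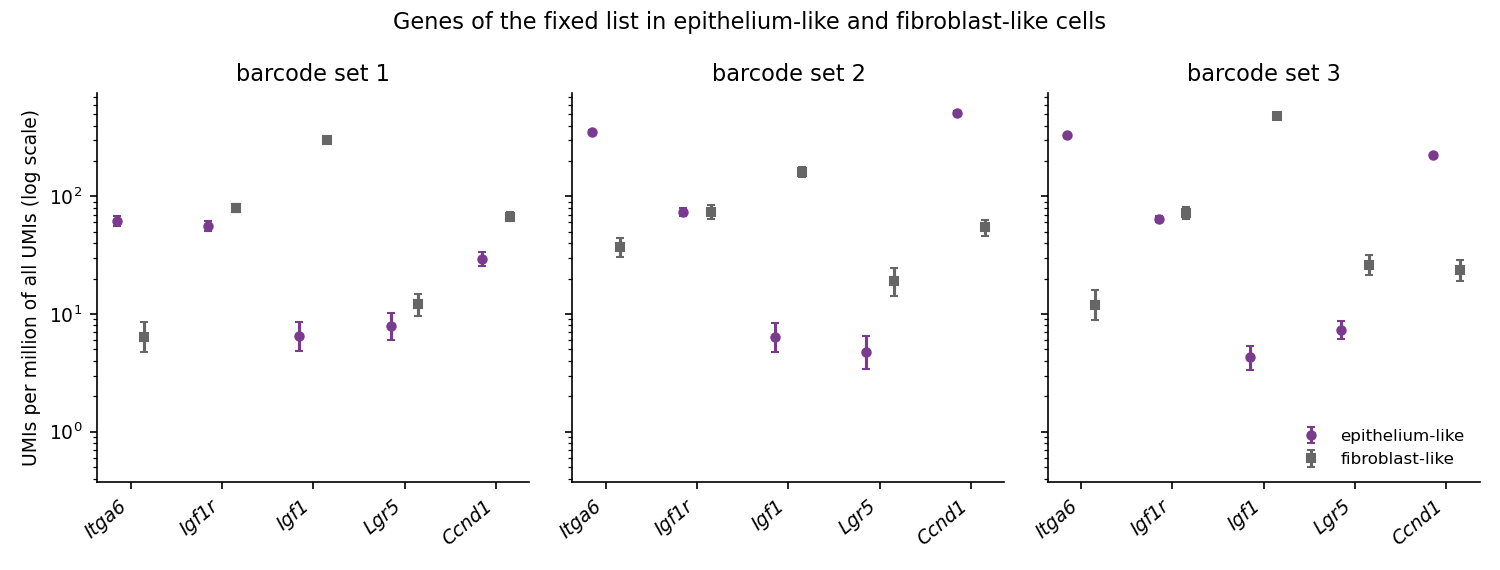
CPM (vertical axis, log scale) for 5 genes (horizontal axis) in epithelium-like cells (circles) and fibroblast-like cells (squares), in 1 panel per barcode set, with exact 95% Poisson intervals. *Itga6* lies higher in epithelium-like cells in each set, *Igf1* lies higher in fibroblast-like cells in each set, and *Ccnd1* lies lower in epithelium-like cells of set 1 (29.2) and higher in those of sets 2 and 3 (514 and 224).

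Of the genes of the IGF1 and Wnt axes that the study is about, *Igf1r*, *Igf1*, *Lgr5* and *Ccnd1* are reported. *Igf1* (chromosome 10, 87858265 to 87937047) stood at 304, 161 and 485 CPM in fibroblast-like cells and 6.52, 6.36 and 4.28 in epithelium-like cells. Its log2 ratios were -5.55 (-5.99 to -5.13), -4.66 (-5.10 to -4.25) and -6.82 (-7.18 to -6.49). *Igf1r* differed little between the classes in sets 2 and 3 and was lower in epithelium-like cells of set 1. Its log2 ratio was -0.51 (-0.70 to -0.33) in set 1, while the intervals of -0.01 (-0.23 to 0.22) in set 2 and -0.16 (-0.35 to 0.03) in set 3 contained 0. *Lgr5* was rare in both classes, at 7.87 against 12.1, 4.80 against 19.0 and 7.32 against 26.1 CPM, with log2 ratios of -0.62 (-1.12 to -0.12), -1.98 (-2.60 to -1.37) and -1.83 (-2.22 to -1.44). The *Lgr5* ratio of set 1 rested on 58 and 88 UMIs and became 0.54 when cluster 1 was taken alone.

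*Ccnd1* (chromosome 7, 144929931 to 144939831) was lower in epithelium-like than in fibroblast-like cells of set 1, at 29.2 (25.4 to 33.4) against 67.0 (61.2 to 73.2) CPM. It was higher in epithelium-like cells of set 2, at 514 (499 to 530) against 54.5 (46.4 to 63.6), and of set 3, at 224 (217 to 231) against 23.5 (19.0 to 28.9). The log2 ratios were -1.20 (-1.44 to -0.97), 3.24 (3.01 to 3.48) and 3.25 (2.95 to 3.56). By cluster, the rates in set 1 were 66.4 (51.6 to 84.2) CPM in cluster 1, 17.3 (13.7 to 21.5) in cluster 4 and 39.2 (30.4 to 49.7) in cluster 10. Cluster 1 alone did not differ from fibroblast-like cells of set 1 beyond counting error, at a log2 ratio of -0.0138 (-0.40 to 0.35). The proliferation gene *Mki67* stood at 21.3, 21.6 and 19.9 CPM in epithelium-like cells and 44.6, 42.6 and 18.4 in fibroblast-like cells. Its log2 ratio was -1.06 (-1.35 to -0.78) and -0.98 (-1.32 to -0.64) in sets 1 and 2, and its interval in set 3 contained 0 (0.11, -0.26 to 0.50). The fibroblast-like rate rested in part on the mitotic cluster 9, at 289, 235 and 315 CPM, and with that cluster left out the log2 ratios were -0.65, 0.39 and 1.42, a change of direction in set 2.

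The X-inactivation transcript *Xist*, which marks cells with more than 1 X chromosome, had 2 UMIs in set 1, 0 in set 2 and 7 in set 3 over all kept cells. The study's reporter name *mGFP* has no row here, but the first row is named *EGFP*. It held 12087 UMIs (95% Poisson interval 11873 to 12304) in 393 of the 766 cells of set 1. In sets 2 and 3 it held 0 UMIs, which allows up to 0.0561% and 0.0359% of cells with a UMI. Within set 1, *EGFP* stood at 1077 CPM (1053 to 1101) in fibroblast-like cells and 55.9 (50.7 to 61.6) in epithelium-like cells, a log2 ratio of -4.27 (-4.41 to -4.12). The leukocyte-like rate was 6.26 (1.29 to 18.3) and the endothelium-like rate 63.6 (49.3 to 80.8). At least 1 *EGFP* UMI was found in 59.7% (54.5 to 64.8) of fibroblast-like cells at a median of 15806 UMIs, in 51.3% (43.1 to 59.5) of epithelium-like cells at a median of 40707, and in 5.26% (0.644 to 17.7) of leukocyte-like cells at a median of 10313. After thinning these shares were 26.6%, 4.64% and 2.63%, so a difference in shares between epithelium-like and leukocyte-like cells was not detectable at 900 UMIs per cell, although their rates differed beyond counting error. Clustering at resolution 1.0 gave a log2 ratio of -5.22.

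**Figure D3:**
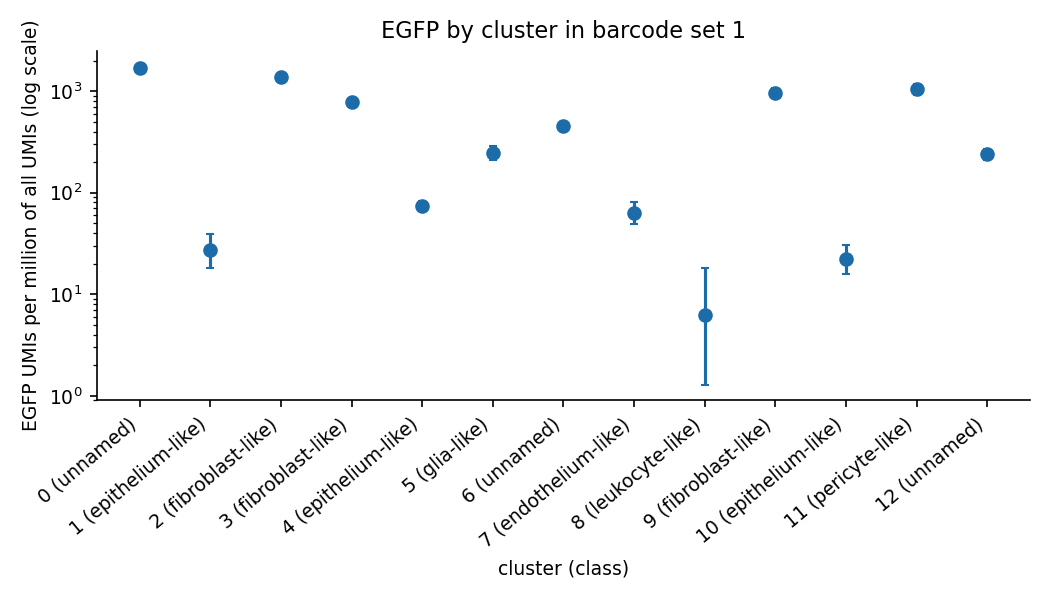
*EGFP* CPM (vertical axis, log scale) in each cluster of barcode set 1 (horizontal axis, with its class), with exact 95% Poisson intervals. The highest rate is in the unnamed cluster 0 (1677) and the lowest in the leukocyte-like cluster 8 (6.26), and the epithelium-like clusters 1, 4 and 10 lie at 27.3, 74.7 and 22.2.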

Values the study reported

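The study reported about 766 cells from E18.5 urogenital sinus, 5676 from P14 prostate and 8253 from P35 prostate after filtering, out of 1031, 5899 and 8983 cells before it. In urogenital sinus epithelium at E18.5, it reported Spearman correlations of Osr1 with Itga6, Ly6a and Psca of 0.3, 0.31 and 0.41. It also reported lower Osr1 in all cells at P14 (p = 0.004) and P35 (p = 0.003) than at E18.5.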

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

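Of the tests below, that of depth between the sets, that of cluster 0 as a source and both tests of cells without an *EGFP* UMI were chosen only after the result was seen.

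The *EGFP* row, outside the comparisons of classes, held 12087 UMIs in set 1, far above the 3 UMIs that a count of 0 allows, and 0 UMIs in sets 2 and 3. Shallower cells argue poorly for the zeros. At the rate of set 1, fibroblast-like cells would have given 3181 UMIs in set 2 and 4206 in set 3, and epithelium-like cells 466 and 955. What stays open is untested. The row could have been counted for 1 library only, the animals could differ in genotype, which the labels do not give, or the age or tissue could differ, since the sets have no known age.

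Within set 1, the *EGFP* rate of epithelium-like cells was 5.19% of the fibroblast-like rate. Free RNA from fibroblast-like cells would bring their other abundant transcripts in like measure, but the same percent was 0.944 for *Col1a2*, 0.731 for *Col3a1*, 1.54 for *Dcn* and 0.580 for *Lum*, so free RNA is unlikely to be the whole source. These values argue in the same way against doublets with fibroblast-like cells. By cluster, the *EGFP* percent was 6.94 in cluster 4 and 2.06 in cluster 10, where the highest of these 4 genes reached 1.62 and 0.0862. In cluster 1 it was 2.54, below the 3.67 of *Dcn* and above the other 3 genes, so for cluster 1 free RNA stays open. In leukocyte-like and endothelium-like cells together it was 4.24, which came mostly from endothelium-like cells (63.6 CPM against 6.26 in leukocyte-like cells). Free RNA from any other cells would reach leukocyte-like cells too, whose rate (1.29 to 18.3) lay below the 55.9 CPM (50.7 to 61.6) of epithelium-like cells. By cluster, this held for cluster 4, at 74.7 CPM (67.0 to 83.0). The intervals of cluster 1 (27.3, 18.2 to 39.5) and cluster 10 (22.2, 15.7 to 30.5) overlapped the leukocyte-like one. Overlap does not show that rates are equal, and the leukocyte-like rate rested on only 3 UMIs. For clusters 1 and 10, free RNA from other cells thus stays open.

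Cluster 0, with the highest *EGFP* rate of set 1 (1677 CPM), may be a source through doublets. The epithelium-like rate was 3.34% (3.02 to 3.67) of the cluster 0 rate, and the same percent was 0.415 for *Actg2* and 7.44 for *Des*, which lead cluster 0, and 4.16 for *Col1a2*, 3.71 for *Dcn*, 2.10 for *Col3a1* and 1.29 for *Lum*. These lie on both sides of *EGFP*, so doublets with cluster 0 cells stay open. In cluster 10 *EGFP* reached 1.32% (0.937 to 1.82, 38 UMIs) and the highest of these 6 genes 0.248%. Transcription of *EGFP* in epithelium-like cells stays open as well and was not tested.

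Among fibroblast-like cells of set 1, 149 of 370 (40.3%, 35.2 to 45.5) had no *EGFP* UMI. At 1 common rate per UMI only 4.23 such cells were expected, and in the deeper part of these cells 62 of 185 (33.5%) had none against 7.08e-07 expected, so too few UMIs per cell is an unlikely cause. Whether *EGFP* is the study's *mGFP* reporter is not known here. If it is, cells from animals with and without a reporter allele might give such a mixture. Then cluster 0 would have a like share of cells with a UMI, and it had 40.7% (33 of 81, 29.9 to 52.2) against 59.7%. Unequal labelling of cell types would also make these shares differ, so animals with and without the allele and unequal labelling cannot be told apart here.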

How the results depend on the processing

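Of the alternatives below, resolution 1.0, no integration, at least 1000 genes per cell and removal of high doublet scores were planned for the shares, and those for the ratios, and all others, were chosen only after the data were seen. No paired analysis was possible because each group had 1 library.

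Over 25 results and 16 alternatives, 313 values were recomputed. Of these, 194 stayed within the interval of the reported value, or were differences of mean deposited values, which are on another scale and were compared by sign only where the interval excluded 0. The others moved beyond the interval, 4 of them with a change of sign in a ratio whose interval excluded 0, of which the floor of 3 UMIs made 1 by construction. The 194 include values that could not move. Dropping the minimum of genes per cell added cells to set 3 only, and those cells had no class. Every ratio thus stayed the same by construction under that alternative, as did the shares of sets 1 and 2. The *Itga6* ratio stayed above 0 under every alternative run (1.71 to 5.71 over the sets), and that of *EGFP* in set 1 stayed below 0 (-5.60 to -3.85). For the 5 other genes, 140 of 214 values were among those that stayed. The cause of a move was not tested unless stated.

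The epithelium-like share was 24.2%, 40.3% and 45.0% with unnamed clusters left out, which shrinks the denominator by construction. It was 29.4% (set 2) and 34.7% (set 3) without integration, 70.5% and 83.7% in these sets with at least 1000 genes per cell, where epithelium-like cells had more UMIs (medians 4099 and 3560.5, against 1298 and 1336 in fibroblast-like cells), and 23.2% and 26.6% with cells classed one by one.

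The fibroblast-like share was 58.8%, 50.3% and 43.0% with unnamed clusters left out, 67.1%, 60.2% and 44.9% with cells classed one by one and 54.2%, 41.5% and 35.7% at resolution 1.0. Without integration it was 0.914% (set 1, 7 of 766 cells) and 31.4% (set 2). In set 1 the naming rule left out a cluster of 480 cells that carried the fibroblast markers. With at least 1000 genes per cell it was 7.62% (set 2) and 0.988% (set 3), and without high doublet scores 33.0% (set 3).

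With cells classed one by one, log2 ratios were 1.71, 2.07 and 2.66 for *Itga6* and -4.96 for *EGFP*. That rule called 92.8%, 81.1% and 75.8% of the epithelium-like cells epithelial. Thinned to 900 UMIs, *Itga6* gave 2.51, 3.62 and 5.71. Thinned to 1200 UMIs, set 1 gave 2.69 for *Itga6* and -4.54 for *EGFP* (10 against 563 UMIs). Sums below 3 UMIs were set to 3, so the *Itga6* values of set 1, from 7 against 2 and 8 against 0 UMIs, are lower bounds set by this floor and say nothing on how stable that ratio is. For *Itga6*, at least 1000 genes per cell gave 2.87 in set 2 and the mean of per-cell rates gave 5.35 in set 3. *EGFP* was -5.22 at resolution 1.0 and -4.07 under median of ratios scaling, which shifted log2 ratios by 0.20, 0.17 and -0.05 in the sets.

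Cluster 1 alone gave 4.10, 3.56 and 5.29 for *Itga6* and -5.30 for *EGFP*. Cluster 4 alone gave 2.82 (set 2) and 4.30 (set 3) for *Itga6* and -3.85 for *EGFP*. Cluster 10 alone gave 2.81 for *Itga6* in set 2 and -5.60 for *EGFP*. Among ratios whose interval excluded 0, the sign changed for *Lgr5* in set 1 (0.54 in cluster 1 alone) and for *Mki67* in set 2 (0.30 in cluster 10 alone), where the cause was not tested. Thinned to 1200 UMIs, *Lgr5* in set 1 had 2 against 5 UMIs, a log2 ratio of -0.04, and setting the 2 to 3 gave 0.54, so that change of sign came from the floor. The sign also changed for *Mki67* in set 2 (0.39) with cluster 9 left out, which removes the mitotic fibroblast-like cells by construction. The ratios whose interval contained 0 took both signs, with *Igf1r* from -0.34 to 0.16 in set 2 and from -0.42 to 0.00496 in set 3, and *Mki67* from -0.38 to 1.42 in set 3. In set 1 the *Igf1r* ratio stayed below 0 but varied widely, from -2.01 to -0.13.

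Ratios without integration in set 1 (7 fibroblast-like cells) and with at least 1000 genes per cell in set 3 (12 such cells) were not computed. Also not run were the mitochondrial filter, every alternative for *Osr1*, the planned gene list for single cells (most of it has no row, so *Cdh1* and *Cldn4* against *Col1a2* and *Col3a1* were used), basal and luminal cells apart, and those for change between ages. Depth limits sets 2 and 3, where most cells had fewer than 2000 UMIs.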

Other observations

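Of the tests below, those of the mix of epithelial clusters for *Ccnd1* and of free RNA for *Dcn* were chosen only after the result was seen.

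The barcode sets held 766, 5350 and 8457 columns. The first equals a cell count that the study gives, the others equal none of its counts, and no set was assigned to an age from such counts. Of the barcodes, 14 occurred with more than 1 ending.

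*Ccnd1* was lower in epithelium-like than in fibroblast-like cells of set 1 and higher in sets 2 and 3. Handling that raises *Ccnd1* together with early response genes is an unlikely source of the higher *Ccnd1* in sets 2 and 3. The median log2 ratio of 8 such genes in epithelium-like cells was -1.24 in set 2 over set 1 and -0.999 in set 3 over set 1, at percentiles 0.07 and 0.12 of 10000 matched random lists, whose medians were -0.01 and -0.06. Not all 8 went this way. In set 2, 6 were lower and 2 higher than in set 1, and in set 3, 5 were lower and 3 higher, with *Gadd45a* at 66.8, 72.2 and 236 CPM, *Gadd45b* at 136, 201 and 184 and *Fosb* at 200, 66.3 and 212 in sets 1, 2 and 3. As a group these genes were thus higher in set 1, so a difference in handling between the sets stays open. Whether such handling lowered *Ccnd1* in set 1 was not tested, and fibroblast-like cells were not compared in this way. A different mix of epithelial clusters is unlikely to be the whole cause. Cluster 1 alone, which held most epithelium-like cells of sets 2 and 3, had a log2 ratio over fibroblast-like cells of -0.0138 (-0.40 to 0.35, 68 UMIs in 30 cells, of which 9 had a UMI) in set 1, against 3.63 (3.40 to 3.87) and 3.53 (3.23 to 3.85) in sets 2 and 3. The difference between set 1 and sets 2 and 3 thus held in cluster 1, but the opposite direction in set 1 did not. Age, tissue and library stay open and were not tested, because the sets have no known age or library.

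*Dcn*, a fibroblast marker, stood at 63.1, 1037 and 784 CPM in epithelium-like cells. Free RNA from fibroblast-like cells is unlikely to be its whole source in set 3 and stays open in set 2. Its rate in sets 2 and 3 was 23.8% and 11.0% of the fibroblast-like rate. *Col1a2*, *Col3a1* and *Lum* reached 4.59%, 4.29% and 5.54% in set 2 and 1.07%, 1.06% and 0.833% in set 3. Doublets with fibroblast-like cells would carry the same collagen transcripts, so these values argue against doublets too. In leukocyte-like and endothelium-like cells *Dcn* reached 11.2% in set 2 and 7.31% in set 3, so part of the signal may be free RNA. Leukocyte-like cells of set 2 alone stood at 890 CPM (698 to 1120), an interval that held the epithelium-like rate. *Col1a2* and *Col3a1* stood at 317 and 220 CPM there, so *Dcn* exceeded the collagens in these cells as well. In set 3 the leukocyte-like *Dcn* rate was 363 CPM (307 to 426), below the epithelium-like rate. Within the class it stood at 150, 1516 and 1648 CPM in cluster 1 and 66.5, 475 and 216 in cluster 4. Transcription of *Dcn* in cluster 1 stays a hypothesis, and age was not tested.

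The unnamed cluster 6 carried markers of epithelium, fibroblasts and smooth muscle. Of its cells, 52.2% were among those with the highest doublet scores. Over the other clusters the median was 4.55% and the highest value 11.5%. Doublets are thus a likely source of many cluster 6 cells of sets 2 and 3, although 0 cells there passed the automatic threshold. In set 1 only 5 cells over all clusters were marked by rank, against 24 cells of cluster 6, so this reading does not extend to set 1. The DNA replication genes of cluster 6, such as *Mcm3* and *Tyms*, were not explained by this test, and no biological explanation was tested.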
